A study of Homo sapiens with 6 samples. Its data were reported in "Promoter-proximal transcription factor binding is transcriptionally active when coupled with nucleosome repositioning in immediate vicinity" (2014).

How the data were processed

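Gene expression was measured in A549 cells, a human lung adenocarcinoma line, 48 h after transfection with either the plasmid pcDNA-NME2-MYC or the control plasmid pcDNA-MYC. RNA of 3 control and 3 NME2-induced replicates, described by the submitters as biological replicates, was hybridized to Illumina Human HT-12 v4 bead arrays, in which each probe is read in 1 colour. Groups and replicate numbers were taken from the sample labels. The submitters' processing notes name BeadStudio, with no version.

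The deposited signals are intensities on a linear scale, for 47231 probes on each array, together with a detection p-value per probe and array. According to the column headers, the authors exported signal and detection p-value from BeadStudio, and the detection p-value fell with rising signal on all 6 arrays. The 2 deposited tables held the same intensities in all 6 columns, although 1 of them is described as not normalized. In both, the 6 arrays shared the same minimum of -44.94 and the same maximum, their medians lay between 7.54 and 7.57, and between 26.6% and 26.8% of the signals were at or below 0. The deposited intensities thus appear to have been background-subtracted and quantile-normalized by the authors, with settings not given in the sources used here. Differences between arrays in total brightness cannot be examined in such values. The test had been chosen on the assumption of signals that were not normalized; it was kept, since the signals come with detection p-values.

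The intensities were processed with limma 3.58.1 in R 4.3.3. The function neqc, which fits a normal and exponential model with the background estimated from the detection p-values, made all signals positive, added an offset of 16 and quantile-normalized their log2 values. Without the second quantile step the numbers of genes past the threshold were the same, 18 and 10. A fold change on this scale understates the change of dim probes. A probe was kept if its detection p-value was under 0.05 on at least 3 of the 6 arrays, which held for 19394 probes. Between 19043 and 20726 probes were detected on each array. Gene symbols came from the platform annotation, which gave 1 symbol for 30113 probes, several for 8 and none for 17110. Of the probes with 1 symbol, 30074 were matched by gene identifier to the reference gene table, and no symbol changed. Of the detected probes, 14914 had exactly 1 symbol and represented 11358 genes. Where a gene had more than 1 detected probe, which held for 2908 genes, the probe with the highest mean over all 6 arrays was used. Probes without a single symbol entered no gene test and are counted separately.

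The comparison between the groups used lmFit and eBayes of limma, 2-sided, with Benjamini-Hochberg adjustment over the 11358 genes and a threshold of 0.05. Errors of group means are SD over 3 arrays, and SE is the moderated standard error of the log2 fold change. All signed values are the mean of the arrays labelled NME2-induced minus the mean of the control arrays. For a gene that was not detected on any array of 1 group, the fold change is given as a bound: the mean of the other group was set against the mean, per array, of the higher of the probe's own value and the lowest value of a detected probe. With 3 arrays per group, the number of arrays limits the precision, and the median SE was 0.11 on the log2 scale. The sources name no slides, so slide could not be examined as a batch.

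Gene lists were written before the data were examined, and older symbols were matched through the reference table. The 26 lists cover the NME family, epithelial junctions and keratins, mesenchymal and EMT regulators, matrix proteases and invasion, focal adhesion and integrins, MYC and MYC targets, G1/S and DNA replication, G2/M and mitosis, nucleotide synthesis, p53 targets, interferon response, NF-kB and inflammatory cytokines, immediate early genes, the unfolded protein response and amino acid starvation, heat shock proteins, hypoxia and glycolysis, cholesterol synthesis, NRF2 targets, chromatin remodelers and histone chaperones, histones, oxidative phosphorylation, cytosolic ribosomal proteins, alveolar and lung epithelial lineage, markers of other cell types, reference genes, and the genes that the study examined at single loci. Each of the 25 lists with at least 5 tested genes was tested with camera, which compares the list with all other genes, at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists. Camera with an estimated correlation and fry, which asks whether the genes of a list move on balance 1 way, were run as alternatives.

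The genes named in the text were fixed by a rule before the data were examined. They are the NME family genes and MYC; the 10 largest rises and 10 largest falls among genes past the threshold whose groups do not overlap; up to 4 members with the smallest p from each list described; and ACTB, GAPDH and the genes that the study examined at single loci. Genes outside this rule are marked as named after their values were seen.

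The gene test and the list tests were run on simulated data before use. Normalization, the detection filter and the choice of probe were not simulated. Values for 11358 genes on 6 arrays were drawn from the real means and spreads for the comparison of the arrays labelled NME2-induced with the control arrays, and 200 genes were changed. The test recovered 100% of the genes changed 4-fold, 83.6% of those changed 2-fold and 47.0% of those changed 1.41-fold, with 9 false calls among 163. With no gene changed, it made 0 calls. In a further simulation, the 33 genes of the interferon list were all shifted by 0.2 on the log2 scale. Camera, camera with an estimated correlation and fry each placed that list past the threshold, and no other list. The genes were drawn independently, so false list calls among correlated genes were not tested.

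Alternatives were chosen before the data were examined. For signals they were another background model, no background correction, no second quantile step, cyclic loess, an offset of 50 and the series matrix values. For probes they were no filter on dim probes, a stricter filter, the mean of a gene's probes and every probe tested separately. For the fit they were the replicate number as a block, leaving out each array, other variance settings of eBayes, array weights and Student's t-test. That test, called the methods' t-test below, is unmoderated and was run on the same values. The study names it for other expression comparisons, but names no test with its count of changed genes. The closing section gives the effect of the alternatives.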

Results

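Transcript levels were compared between A549 lung adenocarcinoma cells transfected with pcDNA-NME2-MYC, which encodes MYC-tagged NME2, and cells transfected with pcDNA-MYC as control. NME2 (NM23-H2) is a nucleoside diphosphate kinase that also binds DNA and is known as a metastasis suppressor. The comparison asks which genes change their expression when NME2 is induced. There were 3 arrays per group, each from a separate biological replicate taken 48 h after transfection. Between 19043 and 20726 of 47231 probes were detected on an array, with overlapping numbers in the 2 groups. Correlations of log2 signal across the 11358 genes tested lay between 0.991 and 0.994 within groups and between 0.989 and 0.992 between groups; genes are not independent replicates. The first principal component held 32.6% of the variance and separated the groups. On it the array of NME2-induced replicate 3 lay at 16.4, and those of NME2-induced replicates 1 and 2 lay at 5.62 and 8.02.

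The probes of the NME2 locus did not move together. NME2 lies next to its close relative NME1 on chromosome 17, and the reference annotation places there also NME1-NME2, a readthrough transcript that covers both genes. Of the 5 detected probes annotated to NME2 or to the readthrough, 3 had a lower mean and 2 a higher mean in the arrays labelled NME2-induced; over all detected probes, 2 passed the threshold as lower and 1 as higher. The probe used for NME1-NME2 was at 12.67 ± 0.10 (SD, n = 3) in control cells and at 10.69 ± 0.07 (SD, n = 3) in cells labelled NME2-induced, a 3.96-fold lower signal (limma log2 fold change -1.99, SE 0.09, adjusted p = 1.54e-04). A second readthrough probe was lower by a log2 fold change of -1.89 (limma adjusted p over all detected probes 0.00638). As the readthrough covers both genes, these probes may also read NME1 or NME2 transcript, which was not checked. The probe used for NME2 went the other way, from 7.31 ± 0.03 (SD, n = 3) to 8.35 ± 0.11 (SD, n = 3), a 2.05-fold higher signal (limma log2 fold change 1.04, SE 0.09, adjusted p = 0.00642). The other NME2 probes had log2 fold changes of -0.59 and 0.26 and did not pass the threshold over all detected probes (limma adjusted p = 0.0743 and 0.567). In control cells the probe at -0.59 was brighter than the probe used, at 8.01 against 7.31. The probe used had the highest mean over all 6 arrays only through its rise, so the change decided which probe stood for NME2. The call for NME2 rests on 1 probe: the mean of its 3 detected probes had a log2 fold change of 0.24 (limma adjusted p = 0.363, in a range from 8.71e-08 to 0.363 over the alternatives), and with the readthrough probes counted as NME2, an alternative chosen after seeing the data, the value was -1.99. Without control replicate 3 the value was 1.02 and did not pass (limma adjusted p = 0.0516). Which of these probes lie in the coding part carried by the plasmid is not known here, so the arrays do not settle whether NME2 transcript was raised. The groups are therefore called by their labels throughout.

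**Figure D1:**
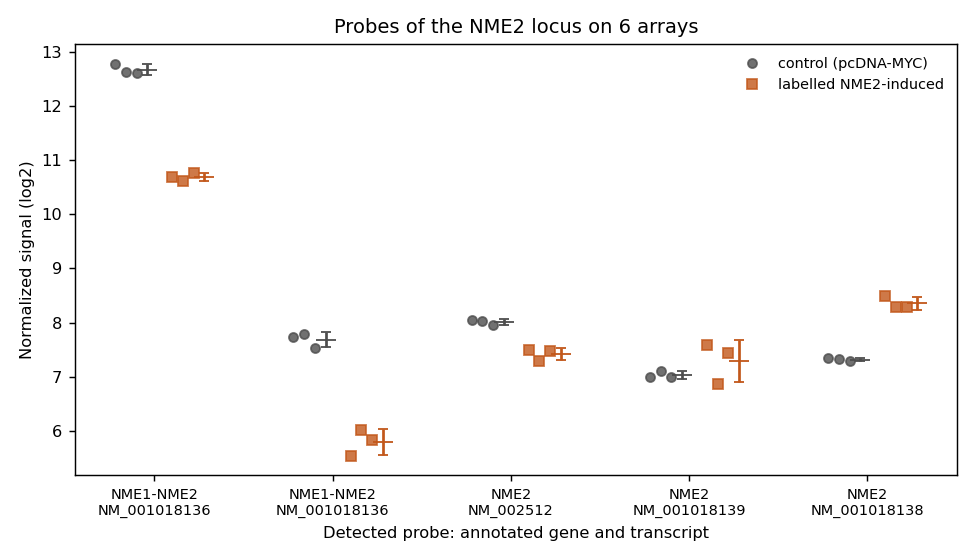
Normalized log2 signal (vertical axis) of the 5 detected probes annotated to NME2 or the NME1-NME2 readthrough (horizontal axis), with 1 point per array and bars showing mean ± SD of 3 arrays. The readthrough probes lie lower on all 3 arrays labelled NME2-induced than on any control array, with log2 fold changes of -1.99 and -1.89, whereas the probe used for NME2 lies higher, at 1.04.

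The other members of the NME family and MYC did not pass the threshold. NME1 had a log2 fold change of -0.04 (SE 0.07), NME3 of 0.11 (SE 0.12), NME4 of 0.01 (SE 0.08) and NME6 of 0.06 (SE 0.12). MYC, the transcription factor whose promoter NME2 is known to bind, had a log2 fold change of 0.12 (SE 0.10, limma adjusted p = 0.596). The reference genes ACTB and GAPDH were at -0.06 (SE 0.10) and 0.01 (SE 0.08). As a list, the 5 NME genes tested did not pass camera's threshold (adjusted p = 0.229) but passed fry's, upward (adjusted p = 0.0461), with a mean log2 fold change of 0.23 and a median of 0.06. The list does not hold the readthrough NME1-NME2, and the mean rests on the probe used for NME2, as the other members lay between -0.04 and 0.11. NME2 was the 1 member past the threshold over all genes and adjusted over the list alone.

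In all, 28 of 11358 genes passed the threshold, 18 of them higher and 10 lower in the arrays labelled NME2-induced. Genes that encode interferons and chemokines were among the higher ones. Type III interferon IFNL1 was 2.41-fold higher (log2 fold change 1.27, SE 0.09, limma adjusted p = 0.00257), IFNL3 was 1.86-fold higher and the type I interferon IFNB1 was 1.88-fold higher. The chemokine CXCL10 rose 2.02-fold, from 7.41 ± 0.07 to 8.42 ± 0.0046 (SD, n = 3 each), and IDO1, an interferon-inducible enzyme that degrades tryptophan, rose 2.09-fold. The T cell chemokine CCL5 was 1.85-fold higher and OASL, an interferon-induced antiviral protein, 1.47-fold higher. IFNL2, named after its value was seen, was 1.69-fold higher; its sequence is nearly identical to that of IFNL3, so that their probes may read both. The second detected probe of IDO1 was higher too (log2 fold change 0.98, limma adjusted p over all detected probes 0.0224). Those of IFNL1, CCL5 and OASL had log2 fold changes of 1.03, 0.63 and 0.27 and did not pass over all detected probes (limma adjusted p = 0.0536, 0.0664 and 0.298). These directions follow the labels of the groups, while the probes of the NME2 locus went both ways.

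By the probe used for each gene, the largest rise was that of HINT3, which encodes a histidine triad hydrolase. Its probe was 4.71-fold higher, from 7.20 ± 0.06 to 9.44 ± 0.02 (SD, n = 3 each; log2 fold change 2.23, SE 0.08, limma adjusted p = 5.03e-05), while a second detected probe of the gene had a log2 fold change of 0.07. By the mean of both probes HINT3 was at 1.15, below SPIRE2. SPIRE2, an actin nucleator, was 3.09-fold higher (log2 fold change 1.63, SE 0.09). NR3C1, the glucocorticoid receptor, was 2.65-fold higher by 1 probe (log2 fold change 1.41, SE 0.13), and its second detected probe was at -0.15. In control cells that second probe was the brighter, at 6.85 against 6.31, so the rise decided which probe stood for NR3C1. By the mean of both probes NR3C1 was at 0.63 and did not pass limma's adjusted threshold, nor did it without control replicate 2 (1.44) or without control replicate 3 (1.35). ANXA2P3, a pseudogene of ANXA2, was 1.87-fold higher; the probe may also read related transcripts, and ANXA2 itself, named after its value was seen, had a log2 fold change of -0.01. Also higher, and named after their values were seen, were TRAFD1 (1.68-fold), LTB (1.65-fold), C11orf96 (1.58-fold), CEACAM1 (1.57-fold) and TNFSF10 (1.54-fold), the last of which encodes the death ligand TRAIL.

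Besides NME1-NME2, 9 genes were lower in the arrays labelled NME2-induced. The noncoding RNA SNAR-A1 was 2.04-fold lower (log2 fold change -1.03, SE 0.09, limma adjusted p = 0.00832); it belongs to a family of near-identical copies that 1 probe may not tell apart. PBX2, a homeodomain transcription factor, was 1.93-fold lower, and ERF, a transcriptional repressor of the ETS family, 1.85-fold lower. The histone demethylase KDM5C was 1.80-fold lower. TAF15, an RNA-binding protein, was 1.69-fold lower by the probe used and had a log2 fold change of -0.87 by a second. CNOT3, a subunit of the CCR4-NOT deadenylase, was 1.64-fold lower. YWHAE, an adaptor that binds phosphorylated proteins, was 1.88-fold lower, with a log2 fold change of -0.75 by its second probe, which did not pass over all detected probes (limma adjusted p = 0.0655). The log2 fold change of CLPTM1 was -0.58. HOXB13, a homeobox factor, was detected on 3 control arrays and on 0 arrays labelled NME2-induced, and was at least 1.32-fold lower.

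**Figure D2:**
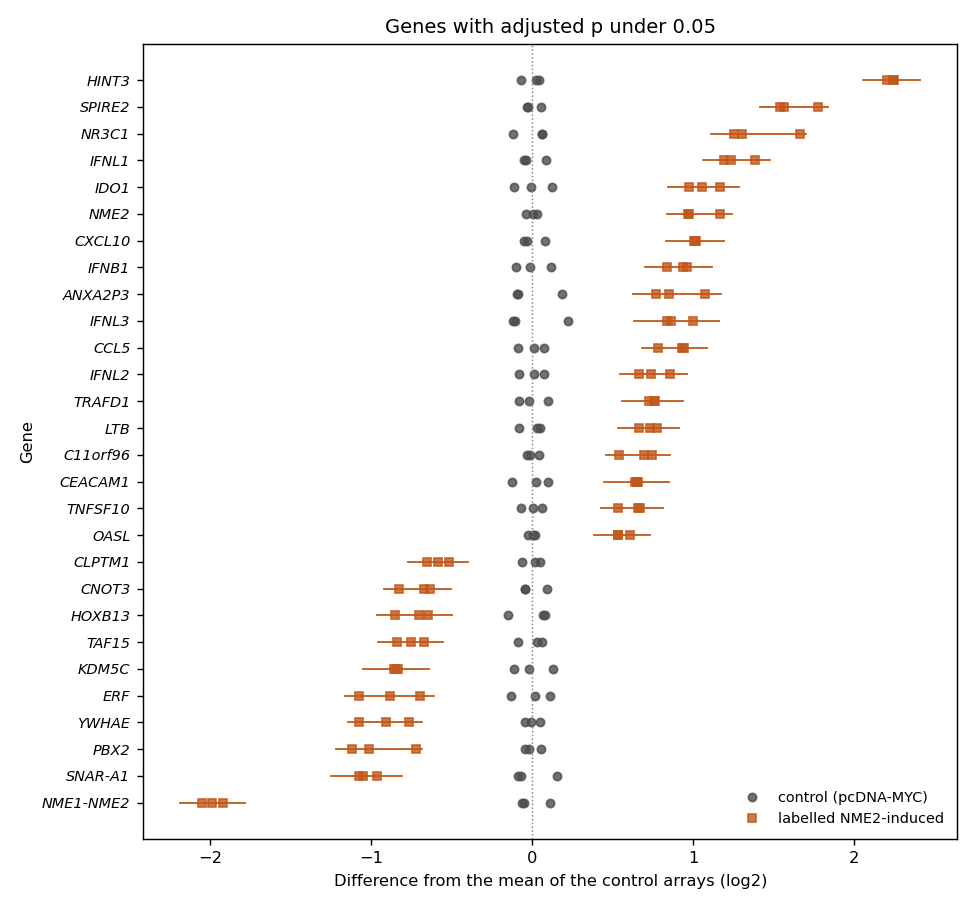
Difference from the mean of the 3 control arrays (horizontal axis, log2) for the 28 genes past the threshold (vertical axis), with 1 point per array and lines showing the 95% confidence interval of the log2 fold change. In each gene the 3 arrays labelled NME2-induced lie apart from the 3 control arrays, from 2.23 for HINT3 to -1.99 for NME1-NME2.

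All 28 genes had groups that did not overlap, as did 22.0% of all genes tested, where chance gives 10%. The 28 had been selected by small p, so their separation adds no support. At least a 2-fold change was seen in 9 of the 28. At an unadjusted p under 0.05, limma gave 829 genes higher and 814 lower, 1643 in all, where 567.9 would be reached with no change. The methods' t-test gave 789 higher and 783 lower at that threshold, and 13 genes after Benjamini-Hochberg adjustment. The counts of 18 and 10 depend on all 6 arrays: with any 1 array left out, between 4 and 9 genes were higher and 2 were lower. They also depend on the settings. With the trend and robust options of eBayes they rose to 163 and 137, and with the stricter filter to 45 and 32. They rose to 83 and 65 with normexp without control probes and an offset of 50, and to 74 and 49 with an offset of 50 alone. They fell to 16 and 6 without background correction, 12 and 5 without a filter on dim probes, and 4 and 1 with the replicate block. CXCL10, HINT3, IFNL1, NME1-NME2 and SPIRE2 passed in all 6 fits with 1 array left out. IDO1 and NME2 passed in 5, NR3C1 in 4, SNAR-A1 in 3 and IFNB1 in 2. CCL5, IFNL3, PBX2 and YWHAE passed in 1 each. ANXA2P3, C11orf96, CEACAM1, CLPTM1, CNOT3, ERF, HOXB13, IFNL2, KDM5C, LTB, OASL, TAF15, TNFSF10 and TRAFD1 passed in 0.

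Interferon response genes were shifted upward as a list in the arrays labelled NME2-induced (camera adjusted p = 1.53e-05, and adjusted p = 0.231 with an estimated correlation of 0.059). Their median log2 fold change was 0.15 over 33 genes. IFNL1, IFNB1 and OASL passed over all genes and 30 members did not. IFNL1 and IFNB1 encode interferons themselves, so among the members that passed, only OASL is a response gene. When adjusted over the list alone, 10 were higher and 2 were lower. ISG20, an antiviral exonuclease, had a log2 fold change of 0.54 (SE 0.08, limma adjusted p = 0.0722 over all genes). The 2 lower members, named after their values were seen, were IFI6 (-0.44) and CMPK2 (-0.25), both of them induced by interferon. Relative to the control mean, the lowest list mean of an array labelled NME2-induced was 0.165 and the highest of a control array 0.0205.

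NF-kB and inflammatory cytokine genes were also shifted upward (camera adjusted p = 0.00137, and adjusted p = 0.226 with an estimated correlation of -0.032). Their median log2 fold change was 0.15 over 25 genes. CCL5 passed over all genes and 24 members did not. Adjusted over the list alone, 4 were higher and 0 were lower: CCL5, the monocyte chemokine CCL2 (0.41), the mitochondrial superoxide dismutase SOD2 (0.42) and the transcription factor IRF1 (0.34). At an unadjusted p under 0.05, limma gave 5 members higher and 1 lower.

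Genes of G2/M and mitosis were shifted downward in the arrays labelled NME2-induced (camera adjusted p = 0.00417, and adjusted p = 0.226 with an estimated correlation of 0.0021). The median log2 fold change was -0.11 over 32 genes, 27 of which lay below 0. By limma 0 members passed over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 there were 6 lower and 1 higher. The members with the smallest p were the proliferation antigen MKI67 (-0.44), the kinetochore gene NUF2 (-0.41), HMMR (-0.23) and cyclin CCNB2 (-0.24), of which 0 passed.

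**Figure D3:**
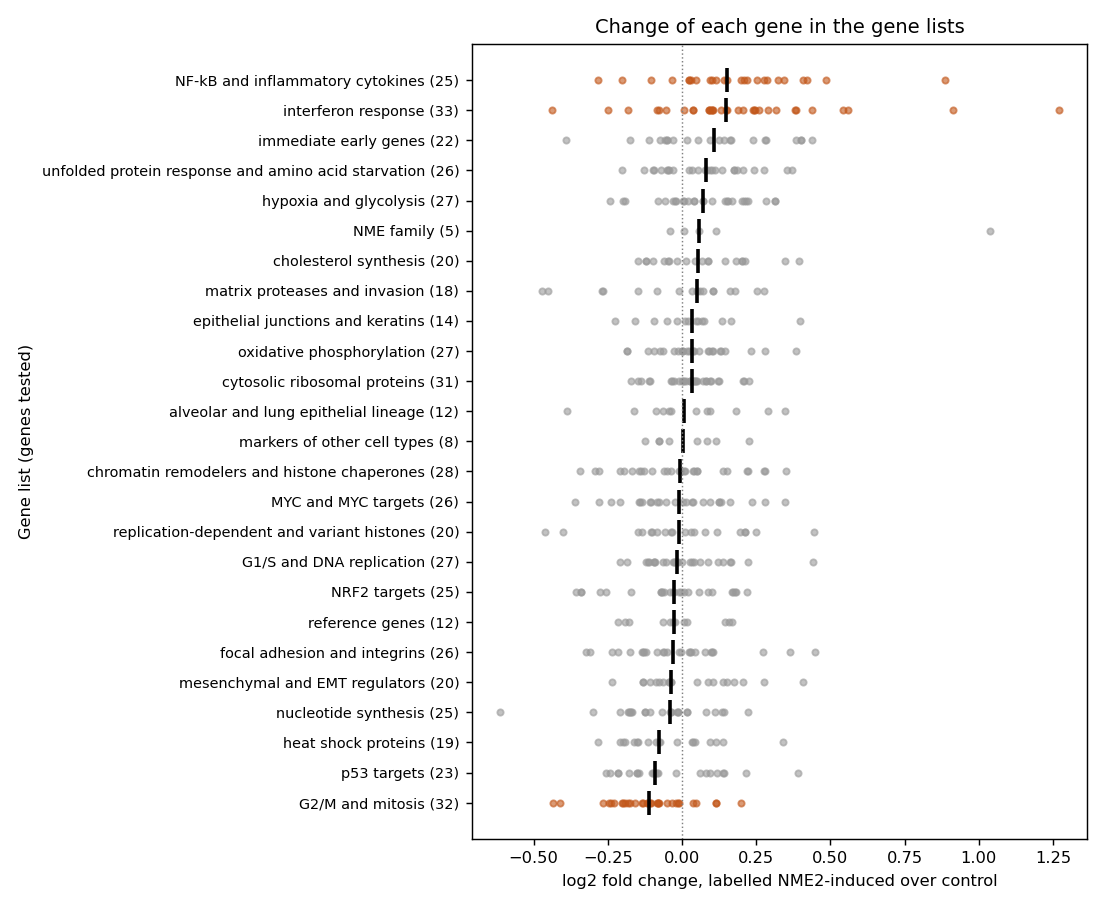
Log2 fold change of each tested gene (horizontal axis, arrays labelled NME2-induced over control) in the 25 lists tested (vertical axis, with the number of genes), with black ticks at the medians and orange points for the 3 lists past camera's threshold. The medians of the 3 lists lie at 0.15, 0.15 and -0.11, and those of the other lists between -0.09 and 0.11.

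The other 22 lists did not pass camera's threshold, with adjusted p between 0.137 and 0.915. Among lists tied to invasion, epithelial junctions and keratins had a median log2 fold change of 0.03 over 14 genes, and CDH1, or E-cadherin, was at 0.40 (SE 0.10, limma adjusted p = 0.173). The median of mesenchymal and EMT regulators was -0.04 over 20 genes, although their mean was 0.03 and camera's direction was up; THY1 (0.41) passed when adjusted over the list alone. For matrix proteases and invasion, the median was 0.05 over 18 genes, with a mean of -0.02 and a direction down by camera; the lysosomal protease CTSD (-0.45) passed when adjusted over the list alone. Focal adhesion and integrin genes had a median of -0.03 over 26 genes, with paxillin (PXN) at 0.36 and the integrin-linked kinase ILK at -0.31. Adjusted over the list alone, 0 members of the epithelial and focal adhesion lists passed, and at an unadjusted p under 0.05 limma gave 1 higher and 1 lower in the first and 3 higher and 4 lower in the second.

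No list of growth and metabolism other than G2/M and mitosis passed camera's threshold. MYC and MYC targets had a median of -0.01 over 26 genes. G1/S and DNA replication genes had a median of -0.02 over 27 genes, with a mean of 0.01 and a direction down by camera, and the helicase subunit MCM2 was at 0.44 (SE 0.10). Nucleotide synthesis had a median of -0.04 over 25 genes, and RRM2, the small subunit of ribonucleotide reductase, at -0.61 (SE 0.11, limma adjusted p = 0.0917) passed when adjusted over the list alone. This list passed fry's threshold, downward (adjusted p = 0.0262). The medians were 0.07 for hypoxia and glycolysis, 0.05 for cholesterol synthesis, 0.03 for oxidative phosphorylation and 0.03 for cytosolic ribosomal proteins.

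Immediate early genes had a median of 0.11 over 22 genes and passed fry's threshold, upward (adjusted p = 0.0381), but not camera's; IER2 (0.44) passed when adjusted over the list alone. The medians of the other stress lists, which passed neither, were 0.08 for the unfolded protein response, -0.08 for heat shock proteins, -0.09 for p53 targets and -0.03 for NRF2 targets. Chromatin remodelers and histone chaperones had a median of -0.01 over 28 genes. Histone genes had a median of -0.01 over 20 genes, with a mean of 0.00 and a direction up by camera, and adjusted over the list alone H2AC20 (0.44) was higher and H2AC6 (-0.46) lower. The lung lineage list had a median of 0.01 over 12 genes, and SOX2 (0.35) and LAMP3 (0.29) passed when adjusted over the list alone. Of 8 markers of other cell types, with a median of 0.00, none reached an unadjusted p under 0.05 by limma. Reference genes had a median of -0.03 over 12 genes.

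Of the genes that the study examined at single loci, 2 met the detection filter, and neither passed. The study measured NME2 binding and nucleosome occupancy there by PCR, whereas the values here are transcript levels. ZNF71 was detected on 2 control arrays and 1 array labelled NME2-induced. Its log2 fold change was -0.36 (SE 0.25, limma adjusted p = 0.528), and that of RUNX1 was 0.06 (SE 0.16, limma adjusted p = 0.878). FGF1, LHX1, CDH23 and CACNG3 did not meet the detection filter.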

Values the study reported

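The study reported 1679 differentially expressed genes in NME2-induced A549 cells at P < 0.05, of which 781 were up regulated and 898 were down regulated. The supplement of the study gives another threshold for the same numbers. The study also reported 2005 NME2 binding peaks before and 11 017 after induction of NME2 in these cells. These peaks came from unlike assays: an antibody to the Myc epitope in induced cells, and one to nm23-h2 in cells left untreated. The control arrays, in contrast, had received pcDNA-MYC.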

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

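The tests of explanations in this part were chosen after the results were seen. Probes without a single gene symbol were left out of the gene comparison. Among 4480 such probes that were detected, 1 was higher and 7 were lower in the arrays labelled NME2-induced, past limma's adjusted threshold over all 19394 detected probes. The log2 fold change of the higher probe was 1.01, and those of the lower probes lay between -0.71 and -1.11.

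For the opposite movement of probes at the NME2 locus, a single mislabelled array is argued against, since on the readthrough probe used for the gene the gap between the lowest control array and the highest array labelled NME2-induced was 1.86 on the log2 scale and the largest range within a group 0.17. A trend with brightness left by the normalization is argued against as the source of that fall, as the lowest log2 fold change among the 200 other genes nearest in mean signal was -0.33. An exchange of labels between the groups stays open: 2 of the 5 detected probes had a higher mean, of which 1 passed the threshold over all detected probes (the other had a log2 fold change of 0.26, limma adjusted p = 0.567), and without the probes' positions it is not known which of them read the plasmid transcript. The study's own account runs the way the labels say. It has NME2 protein examined in induced cells, more NME2 binding sites after induction and many genes changed oppositely in NME2-depleted cells. The binding sites before and after induction were found with different antibodies, and none of this was measured or tested here. A biological difference, such as a lower level of the cell's own transcript beside transcript from the plasmid, is also open and was not tested.

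The interferon response list lay higher in the arrays labelled NME2-induced by camera with the preset correlation, a call that is lost with an estimated correlation (adjusted p = 0.231). Of its 33 members, 30 did not pass over all genes, and adjusted over the list alone 10 were higher and 2 lower. The members that passed over all genes include the interferon genes IFNL1 and IFNB1 themselves. That a single array carries the shift is argued against: the lowest list mean of an array labelled NME2-induced lay 0.14 above the highest of a control array, and with the preset correlation the list passed camera's threshold with each array left out. An unequal response to the plasmid preparations, to which cells may react with interferon, cannot be told apart from an effect of NME2, since the plasmid is the group; the mean log2 fold change of the list was 0.20.

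HINT3 and NR3C1 were higher only by the probe with the higher mean over all 6 arrays. In NR3C1 the rise itself decided which probe that was, since in control cells the other probe was brighter (6.85 against 6.31). A rise of all transcripts of these genes is argued against, because the other detected probes had log2 fold changes of 0.066 in HINT3 and -0.15 in NR3C1, with 95% confidence intervals that end below those of the first probes. In contrast, the other probes moved the same way, with 95% confidence intervals off 0, in 7 of the 9 genes past the threshold outside the NME2 locus that had more than 1 detected probe. Whether the probes that rose read 1 transcript form or the transcript of another gene cannot be told apart without their sequences, which were not used here. For 17 of the 28 genes there was 1 detected probe and no such comparison.

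Of the 10 ways to divide the 6 arrays into groups of 3, the real one gave 28 genes past the adjusted threshold and the highest of the others 0. At an unadjusted p under 0.05 the real division gave 1643 genes and the highest other 661. For lists past camera's threshold the numbers were 3 and 1. In each case 1 of 10 divisions reached the real value, and 10 divisions are too few for a share under 0.05.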

How the results depend on the processing

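The trend-only setting and the readthrough probes counted as NME2 were chosen after seeing the data. The number of genes past the threshold varied with variance settings, offset, filter and arrays. Under the 21 alternatives with gene tests, the testable genes of the 28 kept their direction. This was fixed with arrays left out, as no groups overlapped, and with unchanged group means. Of the values of the 27 other than NME2, 362 stayed past the threshold, 203 did not and 0 turned. The main numbers were 18 genes higher and 10 lower. They became 83 and 65 with normexp without control probes and an offset of 50, 74 and 49 with an offset of 50 alone, 45 and 32 with detection p under 0.01 on all 6 arrays (9506 genes tested), and 163 and 137 with the trend and robust options of eBayes, in which the median prior degrees of freedom rose from 3.62 to 21.7. With the trend alone they were 148 and 126. The methods' t-test after adjustment gave 10 and 3. Lower genes numbered 6 without background correction, 6 with the authors' values floored at 16 and 5 without a filter on dim probes. With every detected probe tested, 28 probes were lower, which is not a count of genes. Of these, 7 had no single symbol, and both probes of NME1-NME2 and of TAF15 were among them. In that setting 2636 probes passed the study's threshold, as more features were tested. The cause of the other differences was not tested.

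Leaving out 1 array gave 4 to 9 genes higher and 2 lower, with fewer arrays to test. The genes higher numbered 9, 6 and 4 without control replicates 1, 2 and 3, and 8, 7 and 8 without NME2-induced replicates 1, 2 and 3. The log2 fold change of NME2 ranged from 0.97 to 1.07 over these fits and lost the threshold, at 1.02, without control replicate 3. For NR3C1 the call was lost without control replicates 2 (1.44) and 3 (1.35). NME2 was at 1.04 and not past the threshold under the methods' t-test (adjusted p = 0.0702) and at 0.24 by the mean of its probes; with the readthrough probes counted as NME2 it reversed to -1.99. Over all alternatives its adjusted p lay between 8.71e-08 and 0.363. NME1-NME2, HINT3 and SPIRE2 passed under all 21 alternatives.

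Replicate numbers did not pair the arrays: deviations from the group means correlated at 0.03, -0.04 and -0.04 between arrays of the same number. With the replicate block there were 4 genes higher and 1 lower, NME2 was at 1.04 (adjusted p = 0.0626), and the 3 lists passed. A slide block was not run, as the sources name no slides.

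The number of lists past the threshold was 3 under 19 of 21 alternatives and 0 for camera with an estimated correlation. It was 6 for fry, which tests a different question and adds the NME family, nucleotide synthesis and immediate early genes. Not all of the 19 could change the result. The variance settings of eBayes do not enter camera. The series matrix values nearly repeat the setting without background correction, since both deposited tables hold the same intensities. In simulated data without correlated genes, a list shifted by 0.2 had a camera adjusted p of 6.28e-22 with the preset correlation. With an estimated correlation it was 0.0493, close to the threshold, so that setting raised p even without correlated genes. The estimates for NF-kB (-0.032) and G2/M (0.0021) lie below the preset 0.01. A higher correlation therefore does not account for the loss of those calls. For the interferon list the estimate, 0.059, lies above the preset. How much of the loss of its call comes from correlation was not tested. Of the shifts of all lists, 506 were the same, 13 moved, 3 were weaker and 3 stronger. Dim genes are limited by background: HOXB13 has only a bound.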

Other observations

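A further 24 genes were higher and 24 lower in the arrays labelled NME2-induced at an adjusted p between 0.05 and 0.1 by limma, and did not pass the threshold. They were named after their values were seen. Among those higher were GBP4, a guanylate-binding protein induced by interferon (log2 fold change 0.77), the chemokine CCL3L3 (0.54), TMEM140 (0.55), the ubiquitin ligase gene TRIM26 (0.43), the survival factor MCL1 (0.45) and the antiproliferative gene TOB1 (0.63). The protease inhibitor PI3 was at 0.61 and the aldehyde dehydrogenase ALDH2 at 0.46.

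Among the lower genes of this band were the RNA helicase DHX9 (-0.67), HNRNPUL2 (-0.65), ATXN2L (-0.65), UBAP2L (-0.46), the tRNA exporter XPOT (-0.69) and the spliceosomal RNA RNU1-1 (-0.56). No list test was made of these genes. Others were the spectrin SPTBN1 (-0.70), the retinoic acid receptor RARA (-0.59), and the proteasome subunit PSMC4 (-0.56). The directions follow the labels of the groups, while the probes of the NME2 locus went both ways.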
